# Proteolysis regulates cardiomyocyte maturation and tissue integration

**DOI:** 10.1038/ncomms14495

**Published:** 2017-02-17

**Authors:** Ryuichi Fukuda, Felix Gunawan, Arica Beisaw, Vanesa Jimenez-Amilburu, Hans-Martin Maischein, Sawa Kostin, Koichi Kawakami, Didier Y. R. Stainier

## Abstract

Tissue integrity is critical for organ formation and function. During heart development, cardiomyocytes differentiate and integrate to form a coherent tissue that contracts synchronously. However, the molecular mechanisms regulating cardiac tissue integrity are poorly understood. Here we show that proteolysis, via the E3 ubiquitin ligase ASB2, regulates cardiomyocyte maturation and tissue integrity. Cardiomyocytes in *asb2b* zebrafish mutants fail to terminally differentiate, resulting in reduced cardiac contractility and output. Mosaic analyses reveal a cell-autonomous requirement for Asb2b in cardiomyocytes for their integration as *asb2b* mutant cardiomyocytes are unable to meld into wild-type myocardial tissue. *In vitro* and *in vivo* data indicate that ASB2 negatively regulates TCF3, a bHLH transcription factor. TCF3 must be degraded for cardiomyocyte maturation, as TCF3 gain-of-function causes a number of phenotypes associated with cardiomyocyte dedifferentiation. Overall, our results show that proteolysis has an important role in cardiomyocyte maturation and the formation of a coherent myocardial tissue.

## Abstract (web summary)

Proper heart development and synchronous cardiomyocyte contraction rely on tissue integrity. Here the authors show that the ubiquitin-proteasome system and the E3 ubiquitin ligase ASB2 in particular are crucial for cardiomyocyte maturation and tissue integrity through the degradation of the TCF3 transcription factor.

The development of functional organs requires tissue integrity, which is achieved through the coordinated regulation and positioning of cell–cell contacts^1^,^2^. Cardiac tissue integrity is particularly important for cardiac function as the myocardial wall must withstand stress from mechanical forces^3^. Understanding the molecular mechanisms underlying tissue integrity is also crucial to develop effective tissue engineering protocols to generate functional and coherent myocardial tissue^4^. During cardiomyocyte differentiation, progenitor cells initiate the expression of sarcomeric genes^5^,^6^,^7^, and as cardiomyocytes mature they continue to develop more organized sarcomeric structures^8^, as well as highly specialized cell–cell junctions termed intercalated disks^9^. Mature sarcomeres and cell–cell junctions are essential for mechanical and electrical coupling of cardiomyocytes, and allow for synchronized contractions^9^. Although cardiomyocyte specification and differentiation are well-studied^5^,^6^, the molecular mechanisms regulating the maturation of sarcomeres and cell–cell junctions to maintain cardiac tissue integrity remain poorly understood. Proteolysis is essential for various cellular phenomena and this process is mainly mediated by the ubiquitin-proteasomal system (UPS)^10^,^11^. Ankyrin repeat and SOCS box containing 2 (ASB2) is an E3 ubiquitin ligase that functions to specify target proteins for proteasome-dependent degradation. ASB2 is expressed in haematopoietic and muscle cells, including the heart^12^; however, its function in the heart is unknown.

Here we show that ASB2 functions to regulate cardiomyocyte maturation and myocardial tissue integrity. Three-dimensional (3D) imaging of hearts using several zebrafish transgenic lines shows that *asb2b* mutant cardiomyocytes exhibit disorganized sarcomeres and cell–cell junctions, as well as defects in apico-basal polarity, resulting in reduced cardiac contractility and output. Moreover, we show that ASB2 induces the proteasome-dependent degradation of TCF3. TCF3 overexpression in cardiomyocytes leads to the disassembly of sarcomeres, disruption of cell–cell junctions and upregulation of immature markers, phenotypes associated with cardiomyocyte dedifferentiation. We propose that proteolysis via ASB2 regulates cardiomyocyte maturation and myocardial tissue integrity through the regulation of TCF3.

## Results

### *asb2b* mutant zebrafish exhibit cardiac defects

We initially investigated the global effects of proteasome inhibition on cardiomyocyte maturation. We treated 24 h post fertilization (hpf) zebrafish embryos, whose cardiomyocytes already exhibit nascent sarcomeres, with bortezomib, a proteasome inhibitor, for 72 h. We found that the treated animals exhibited mild pericardial oedema and defects in myofilament maturation, without obvious cardiomyocyte death or morphological defects (Supplementary Fig. 1a). To gain insight into the molecular mechanisms that mediate proteasome-dependent proteolysis during cardiomyocyte maturation, we examined the expression of various E3 ubiquitin ligase genes in developing zebrafish hearts. We found that *asb2b*, whose expression starts shortly after cardiac specification (Supplementary Fig. 1b), becomes more highly expressed at later stages in the heart tube and somites (Fig. 1a), whereas its paralogue *asb2a* is expressed in somites and the head region (Supplementary Fig. 1c). To better examine *asb2b* expression, we generated a green fluorescent protein (GFP) bacterial artificial chromosome (BAC) reporter line, *TgBAC(asb2b:GFP-GAL4FF)*, whose expression mimics *asb2b* expression as observed by *in situ* hybridization (Supplementary Fig. 1d). When observed in combination with a cardiomyocyte-specific reporter line, *Tg(myl7:MKATE-CAAX)*^13^, we found GFP expression in the cardiomyocytes (Fig. 1b). We also examined the subcellular localization of ASB2 in mouse embryonic cardiomyocytes by immunostaining and found it in the nucleus and cytoplasm (Fig. 1c). To examine the role of zebrafish *asb2a* and *asb2b*, we generated loss-of-function mutants using the CRISPR/Cas9 technology (Fig. 1d and Supplementary Fig. 1e). We found that *asb2b* mutants (*asb2b*^*bns33*^) exhibit pericardial oedema, whereas *asb2a* mutants (*asb2a*^*bns144*^) appear unaffected (Fig. 1e and Supplementary Fig. 1f). We also examined *asb2a*; *asb2b* double mutants and found no significant differences in the severity and frequency of pericardial oedema compared with *asb2b* single mutants (Supplementary Fig. 1f). Thus, we focused our attention on the function of *asb2b* in cardiomyocytes and found that *asb2b* mutant hearts display reduced cardiac function, as evidenced by defects in fractional shortening and reduced blood flow velocity (Supplementary Fig. 1g). These phenotypes could not be attributed to defects in the cardiac conduction system, as we examined cardiac-specific calcium activation using the *Tg(myl7:gCaMP)* line^14^ and found no obvious changes in calcium excitation between wild type (WT) and *asb2b* mutant hearts (Supplementary Movies 1 and 2). Furthermore, the expression of several cardiac differentiation marker genes appeared to be unaffected in *asb2b* mutants (Fig. 1f, Supplementary Fig. 1h and Supplementary Table 1), suggesting that the cardiac phenotypes observed are not due to defects in the early specification of cardiac cells.

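Most genes of the cardiomyocyte sarcomere, like most genes measured, differed by less than 2-fold between the arrays of WT and *asb2b* mutant hearts at 50 hpf, but most leaned to the same side. Each genotype was hybridised once, and the records of the arrays name them in opposite ways: array 1 is WT by its scanner file and *asb2b* mutant by the value table, and array 2 is the reverse. Values are therefore given as the log2 difference of array 2 minus array 1, after each array was scaled to its 75th percentile, so that a negative value is higher on array 1. Of 7 genes that the paper found higher in mutant hearts by RT-qPCR, 1, *mef2cb*, is higher in the mutant by the scanner labels. By those of the value table 6 are, among them *kita*, whose probes went both ways. This does not settle the labels, and the genes are not independent checks, since those of Fig. 4a rest on technical replicates of pooled hearts. With 1 array per genotype, no difference has a replicate check. Of 27 measured sarcomere genes, 22 lay within 2-fold, among them the cardiac myosin light chain gene *myl7* at −0.24, the ventricular myosin heavy chain gene *vmhc* (current symbol *myh7*) at −0.34 (−0.14 and −0.15 with quantile normalization), the troponin T gene *tnnt2a* at −0.35 and the atrial myosin heavy chain gene *myh6* at −0.97. The other 5 were higher on array 1: *tcap* of the Z-disc at −1.80, the desmin genes *desmb* at −1.63 and *desma* at −1.14, the M-band gene *myom1a* at −1.37, and *xirp1* at −1.08, of which *desma* and *xirp1* are named for their count. The highest values were 0.39 for *smyd1b*, a chaperone of myosin assembly, and 0.31 for *tnni4b.2* (0.16 with normexp background correction). For comparison, 389 of all 17886 measured named genes were at least 2-fold higher on array 1, and 6.50% passed 2-fold in either direction. In all, 24 of the 27 values were below 0. The median of the list was −0.38, below that of every one of 10000 random lists of genes matched on signal. Of 21 measured cardiac transcription factors, 19 lay within 2-fold, with *tbx2a*, a factor of the atrioventricular canal, higher on array 1 at −1.03 and *irx1b* higher on array 2 at 1.57, which normexp put at 0.22. Within 2-fold, *nkx2.7* had −0.90, *isl1a* 0.27 (0.11 with normexp) and *hey2* 0.46. Their median was −0.33, at the 0.03 percentile of its random lists. A scaling to spike-in spots, added after seeing the data, shifts every gene by the same amount and so raised the median of all genes from 0.09 to 1.05 and the 2 lists to 0.58 and 0.63, as far below the other genes as before. Of the 7 lists of other cell types that stood apart from random lists, 6 were higher on array 2, the side away from the sarcomere genes: those of liver and of nervous system, which had the largest medians, and those of erythrocytes at 0.61, cartilage at 0.41, skeletal muscle at 0.39 (0.10 and 0.030 with normexp) and epidermis at 0.36. Skeletal muscle no longer stood apart with normexp, nor cartilage without the filter on background. Myeloid markers were higher on array 1, and endothelial markers lay near 0 at 0.01.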

### *asb2b* mutant cardiomyocytes exhibit structural defects

Cardiac contractility is generated by sarcomeres, the basic contractile units of muscle^8^. To examine sarcomeres in detail, we crossed the *asb2b* mutant with the *Tg(myl7:LIFEACT-GFP*) line^15^ to label myofilaments. Atrial cardiomyocytes in WT hearts contain well-organized myofilaments, which appear mostly aligned with one another. In contrast, myofilaments in *asb2b* mutants are thinner, disorganized and misaligned (Fig. 2a). Accordingly, immunostaining revealed mislocalization of myosin heavy chain in *asb2b* mutant hearts (Supplementary Fig. 2a) and further ultra-structural analysis confirmed the thinner sarcomeres in *asb2b* mutant hearts (Supplementary Fig. 2b). To analyse myofilament organization between neighbouring cardiomyocytes, we used the *Tg(myl7:MKATE-CAAX*) line to label cardiomyocyte cell membranes. We observed that myofilaments in the WT atrium appear to be continuous across neighbouring cardiomyocytes, whereas those in *asb2b* mutants exhibit discontinuous myofilaments, with noticeable breaks observed at cell–cell borders (Fig. 2b). In concordance with these observations, analysis of α-Actinin3b-EGFP expression, which highlights *z*-bands^13^, reveals disorganized alignments between mutant cardiomyocytes (Fig. 2c). On the other hand, we found that forced overexpression of *asb2b* in cardiomyocytes also resulted in disrupted myofilaments (Supplementary Fig. 2c), indicating that tight regulation of *asb2b* expression levels is crucial for cardiac development.

To examine cardiomyocyte morphology in greater detail, we used a cardiomyocyte-specific membrane-targeted GFP reporter line (*Tg(myl7:ras-GFP)*)^16^. We observed that *asb2b* mutant cardiomyocytes exhibit irregular cell–cell borders and membrane protrusions that overlap with neighbouring cardiomyocytes (Fig. 2d and Supplementary Fig. 3a), as well as ectopic Cdh2 (aka N-cadherin)-tdTomato punctae in the protruding membranes (Supplementary Fig. 3b). This phenotype was not accompanied by obvious changes in the expression levels of N-cadherin, a main junction molecule in cardiomyocytes^3^, or in the expression levels of other junctional components (Supplementary Fig. 3c,d and Supplementary Table 1). 

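The N-cadherin gene *cdh2* was among the bright genes of both heart arrays, with levels of 5.43 on array 1 and 5.02 on array 2 (log2, relative to the 75th percentile of the array), a difference of −0.41. Of 32 measured genes of adherens junctions, desmosomes, tight junctions and gap junctions, 31 differed by less than 2-fold, on arrays where 6.50% of all named genes differed by 2-fold or more. The exception was *gjd6*, a connexin gene of gap junctions, which was higher on array 1 at −1.05. The desmosomal cadherin gene *dsg2l* had −0.90 and the tight junction scaffold gene *tjp1b* −0.63. At the other end were the tight junction genes *f11r.1* at 0.81 and *tjp2a* at 0.78 (0.37 with normexp), and the alpha-catenin gene *ctnna2* at 0.44, which its brightest probe put at −0.074. The list went both ways, with 17 genes above 0 and 15 below. Its median of 0.02 lay at the 28.7 percentile of random lists matched on signal, and was −0.018 with quantile normalization and −0.091 with normexp background correction. Array 1 is WT by its scanner file and mutant by the value table, so the sign of each value carries no settled genotype. The array measures RNA, and *cdh2* is read by 1 probe.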

We also examined myocardial apico-basal polarity using a cardiomyocyte-specific transgenic line expressing Podocalyxin, an apical protein^17^, fused to enhanced GFP (EGFP). EGFP-Podocalyxin localizes specifically to the apical (abluminal) side of WT cardiomyocytes, but becomes mislocalized to the basal (luminal) side in *asb2b* mutant cardiomyocytes (Fig. 2e). We also observed that EGFP-Podocalyxin strongly accumulates in protruding membranes in *asb2b* mutant cardiomyocytes (Supplementary Fig. 3e). As the shape of *asb2b* mutant cardiomyocytes was reminiscent of that of migrating cells, we examined the localization of the pleckstrin homology domain of Akt1, which localizes to the leading edge of migrating cells^18^. We found enriched localization of pleckstrin homology-Akt in membrane protrusions in *asb2b* mutant cardiomyocytes (Supplementary Fig. 3f). Furthermore, we found upregulation in the expression of several genes involved in actin rearrangement and cell migration in *asb2b* mutant hearts (Supplementary Fig. 3g and Supplementary Table 1)^19^. These data suggest that *asb2b* mutant cardiomyocytes exhibit changes in cell morphology and cell–cell junctions, as well as loss of apico-basal. These cell morphological phenotypes observed in *asb2b* mutant cardiomyocytes probably contribute to the functional defects described earlier.

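Of 95 measured genes of actin rearrangement and cell migration, 90 differed by less than 2-fold between the heart arrays, near the share of all named genes, of which 6.50% passed 2-fold. The 3 that were higher on array 1 were *lcp1*, which encodes the actin bundling protein L-plastin of leukocytes, at −2.04 (−1.12 with normexp), *coro1a*, which encodes a coronin, at −1.70, and the focal adhesion gene *zyx* at −1.06. The 2 that were higher on array 2 were *scinla*, which encodes a protein of the gelsolin family, at 1.10 (0.67 with normexp) and the chemokine gene *cxcl12b* at 1.03, and *rac2* lay just under 2-fold at 1.00. Both *lcp1* and *coro1a* also belong to the list of myeloid markers, of which 13 of 22 measured members were higher on array 1 and 1, *mmp13a*, on array 2, with a median of −1.27, or −0.79 with normexp and with the stricter filter. In the actin and migration list, 44 genes were above 0 and 51 below. The median was −0.02, at the 5.135 percentile of random lists matched on signal, and quantile normalization put it at 0.0026. By the scanner labels array 1 is WT, and by the value table it is the mutant, so these values give no settled direction. The paper's text does not name the genes of Supplementary Fig. 3g, and the list used here was written without them.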

### *asb2b* functions cell autonomously in cardiomyocytes

Contractility and blood flow have both been reported to regulate cardiomyocyte shape during development^20^,^21^. To rule out the possibility that defects in *asb2b* mutant hearts arise due to secondary effects from decreased contractility and blood flow, we carried out cell transplantations to examine the behaviour of *asb2b* mutant cardiomyocytes in WT hearts (Fig. 3a), whose contractility and resulting blood flow velocity were not affected by the presence of mutant cells (Supplementary Fig. 4a and Supplementary Movies 3 and 4). We found that *asb2b* mutant cardiomyocytes in WT hearts failed to develop organized myofilaments and also exhibited thin myofilaments that appeared discontinuous with the myofilaments of adjacent WT host cardiomyocytes (Fig. 3b and Supplementary Fig. 4b). At later stages, WT host cardiomyocytes assembled myofilaments and connected exclusively with each other, while excluding *asb2b* mutant cardiomyocytes (Fig. 3c). Altogether, these data suggest a cell-autonomous function for Asb2b in cardiomyocyte maturation and integration. We also observed that *asb2b* mutant cardiomyocytes in WT hearts exhibited irregular borders and membrane protrusions (Fig. 3d). Thus, these results indicate that the phenotype observed in *asb2b* mutant hearts is due to a failure in cardiomyocyte integration and not secondary to cardiac dysfunction.

### TCF3 is a target of ASB2 in cardiomyocytes

ASB2 is a subunit of the E3 ubiquitin ligase complex^22^ that functions to recognize specific substrates and target them for degradation by the proteasome. Thus, we hypothesized that the loss of *asb2b* function results in an increase of particular substrates, which causes the phenotype observed in the cardiomyocytes. We first examined the global effect of the loss of *asb2b* on transcriptional pathways by microarray analysis using isolated hearts from WT and *asb2b* mutants. 

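Total RNA of hearts isolated at 50 hpf was labelled with cyanine 3 and hybridised to a custom zebrafish expression array (Agilent) with probes annotated on the Zv9 genome, 1 array for WT and 1 for *asb2b* mutants. Both arrays lay on 1 slide and were read in 1 scan. The number of hearts behind each array is not given in the sources used here. Each array has 61657 spots for 60022 probes, without the control spots. On array 1, 49540 probes (82.5%) were well above background, with a median signal of 110 and a 75th percentile of 423. On array 2, 51915 probes (86.5%) were, with a median of 168 and a 75th percentile of 626. No spot was saturated. The authors' scanner software (Agilent Feature Extraction) had subtracted the background within each array. From there, the log2 signals were scaled to the 75th percentile of the array, the spots of a probe were averaged, and a gene took the median of its probes that were well above background on both arrays. This gave 17886 named genes, of which 8780 were read by several probes. A difference was called by size, at 2-fold, since 1 array per genotype allows no test. Repeated spots of a probe had an SD of 0.13 on array 1 and 0.14 on array 2, and the probes of a gene differed by a pooled SD of 0.28 in their log2 difference, which measures technical spread and not the spread between hearts. The scanner file of each sample ranks its probes exactly as the other sample's column of the value table does (Spearman 1.00, against 0.9775 with its own column), and the differences from the 2 sources correlate at −0.993 across probes, which are not replicates. One of the 2 sources therefore carries exchanged labels, and the data do not settle which. Both columns of the value table hold one distribution on a linear scale, with a median of 114.5. The scale is thus known, the target of that normalization is not, and the direction is the open point. The targeted gene *asb2b* lies on chromosome 17 from 53909300 to 53916210 (Zv9) and had a level of −0.30 on array 1 and −0.68 on array 2. Of its 4 probes, 3 were dimmer on array 2, with log2 differences from array 1 of −0.12 and, at 2 probes that overlap in sequence, −0.64 and −0.89, and its brightest probe went the other way at 0.64. Its allele carries a small deletion with a premature stop codon (Fig. 1d), the position of which was not set against the probes, so *asb2b* does not check the labels. The paralogue *asb2a* has no probe under this name.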

Using Ingenuity Pathway Analysis ( www.ingenuity.com), we found that TCF3 (also termed E2A), which was previously reported as a substrate of the haematopoietic-specific isoform ASB2α in mammals^22^, was a predicted upstream regulator of differentially expressed genes. Accordingly, downstream targets of Tcf3 were upregulated in *asb2b* mutant hearts (Fig. 4a and Supplementary Table 1). 

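Of 17886 measured genes with a name, 774 were at least 2-fold higher on array 2 and 389 on array 1, which makes 6.50% of the genes and a share of 66.6% for array 2. Transcripts without a gene name ran the other way, with 324 of 17574 higher on array 2 and 645 on array 1, and over all 35460 named and unnamed features the share of array 2 was 51.5%. Array 1 is WT by its scanner file and mutant by the value table, and array 2 the reverse. The largest single differences are given next by size, and muscle genes among them do not stand for muscle genes as a group. On array 1, *slmapb*, which encodes a sarcolemmal membrane-associated protein, was 29.4-fold higher, with a log2 difference of −4.88. It was followed by the Z-disc gene *myoz3a* at −4.59, *ankrd1a*, a load-responsive partner of titin, at −3.87, *prp* at −3.57, *mybpc1*, which encodes the slow form of myosin-binding protein C, at −3.56, and the small heat shock protein gene *hspb9* at −3.20. Further down were *cacng7b* at −2.99, *nrap*, a gene of myofibril assembly, at −2.95, *slc16a9a* at −2.91, *slc43a3b* at −2.86, the myosin light chain gene *myl10* at −2.77 and the complement gene *c1qa* at −2.69. On array 2, the zinc finger gene *znf1156* was 16.1-fold higher at 4.01, followed by the digestive enzyme genes *cpa4* at 3.25 and *ela2l* at 2.72, the calpain gene *capn8* at 3.17, the replication gene *gins4* at 3.11 and the liver gene *tfa* (transferrin) at 3.08. The neural transcription factor genes *bhlhe22*, *neurod6b* and *sox14* had 2.97, 2.95 and 2.80, the lens crystallin gene *crygmxl1* 2.90, *parvab* 2.91 and *rbp2b* 2.79. As groups, markers of 2 other tissues stood on this side: of 24 markers of yolk syncytial layer and liver, 15 were higher on array 2 (median 1.32), and of 24 neural and retinal markers, 8 (median 0.82), with none higher on array 1 in either list. Both medians lay above all 10000 random lists matched on signal. The genes of the E proteins and Id proteins, those of TCF3 among them, all lay within 2-fold in RNA: *tcf3b* had −0.23 and *tcf3a* −0.21, *id4* −0.48, *id3* −0.42, *id1* 0.15 and *id2b* 0.21, and the 9 genes had a median of −0.21 at the 4.14 percentile. The paper reports that ASB2 leads to degradation of the TCF3 protein, which array values of RNA do not measure. Of 1001 genes measured on array 2 only, 201 were at least 2-fold higher there, and of 136 measured on array 1 only, 53 were. The largest bounds among those with a symbol were at least 13.4-fold for *pvalb5* on array 2 and at least 7.91-fold for the immune receptor gene *dicp3.3* on array 1. With normexp background correction 222 genes were higher on array 2 and 189 on array 1, a share of 54.0%, and a scaling to spike-in spots gave 9769 and 66. Normexp drew dim genes nearer to 0, with *ela2l* at 0.92 and *sox14* at 0.96, under 2-fold, *cpa4* at 1.25, *bhlhe22* at 1.21, *neurod6b* at 1.204, *capn8* at 1.63, *parvab* at 1.502, *crygmxl1* at 1.06, *rbp2b* at 1.02, *c1qa* at −1.31, *cacng7b* at −1.41 and *slc16a9a* at −1.71 among them, and put the liver list at 0.63. The prediction of upstream regulators rests on a licensed database and was not repeated.

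**Figure D1:**
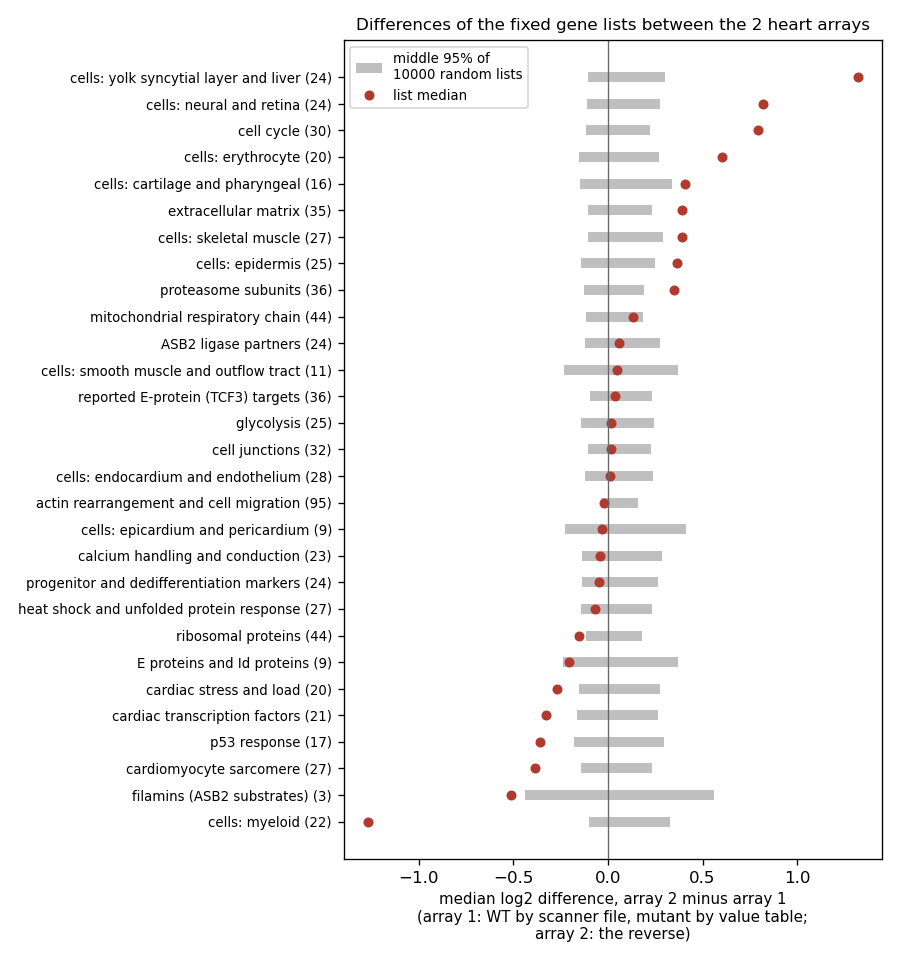
Median log2 difference, array 2 minus array 1, of each gene list written before the data were examined, with the number of measured genes in parentheses; points are list medians and grey bars the middle 95% of 10000 random lists matched on signal. Medians run from −1.27 for myeloid markers, higher on array 1, to 1.32 for markers of yolk syncytial layer and liver, higher on array 2, where array 1 is WT by its scanner file and mutant by the value table.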

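Of the Tcf3 targets in Fig. 4a, *socs3b* and *id2a* were higher on array 1 and *mef2cb* was near equal on both arrays. The gene *socs3b*, a feedback inhibitor of cytokine signalling, lies on chromosome 12 from 37046023 to 37065349 (Zv9) and had levels of 1.94 on array 1 and 1.32 on array 2, a log2 difference of −0.62, with −0.64 and −0.61 at its 2 probes. The gene *id2a*, which encodes an inhibitor of E proteins, lies on chromosome 17 from 34973027 to 34975295 and had 1.49 and 1.01, a difference of −0.49. The muscle transcription factor gene *mef2cb* lies on chromosome 5 from 49966161 to 50043000 and had 2.02 and 2.09, a difference of 0.07 (0.12 with quantile normalization) from 2 probes of the same sequence. These 3 differences are under 2-fold. Array 1 is WT by its scanner file, which makes *socs3b* and *id2a* lower in the mutant, and mutant by the value table, which makes them higher. The elongation factor genes *eef1a1l1* and *eef1b2*, a family the paper used as RT-qPCR references, had −0.04 (0.011 with quantile normalization and 0.042 with normexp) and −0.21 (−0.12 with normexp). Among 36 measured genes reported as E-protein targets, *socs3b*, *id2a* and *mef2cb* included, 33 lay within 2-fold. The cell cycle inhibitor gene *cdkn1a* at −1.65 and *irf8*, a transcription factor of macrophages, at −1.14 (−0.73 with normexp) were higher on array 1, and the E-cadherin gene *cdh1* was higher on array 2 at 1.35, with its 2 probes at 0.32 and 2.38. The cyclin D genes *ccnd2a* and *ccnd1* had 0.59 and 0.55. In this list 19 genes were above 0 and 17 below, and the median of 0.04 lay at the 31.7 percentile of random lists matched on signal and was −0.073 with normexp. The list was not split into genes that E proteins raise and genes that they lower, so its median has no predicted sign. It therefore does not speak for or against a rise of Tcf3 targets. The paper links the expression of these targets (Fig. 4a) to its prediction of TCF3 as an upstream regulator.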

In mammalian muscle, the ASB2β isoform is predominantly expressed^12^, but there have been no reports that ASB2β targets TCF3. Thus, we performed immunoprecipitation and found that both E12 and E47, major splice isoforms of TCF3 (ref. 23), can interact with ASB2β in rat neonatal cardiomyocytes (NCMs, Fig. 4b). We also found that ASB2β induces the proteasome-dependent degradation of both E12 and E47, which could be inhibited by the proteasome inhibitor MG132 (Fig. 4c). Furthermore, the point mutant ASB2βLA, which is defective in forming an E3 ubiquitin ligase complex^24^, failed to induce TCF3 degradation (Fig. 4c). It was previously reported that ASB2α cellular localization was dependent on the localization of its substrate^24^. We examined the cellular localization of EGFP-Asb2b and EGFP-Tcf3b, and found that both localized to the nucleus in zebrafish cardiomyocytes (Fig. 4d). We also observed that EGFP-Asb2b strongly accumulated in 4,6-diamidino-2-phenylindole-negative subnuclear structures (Supplementary Fig. 4c). Next, to test the hypothesis that the *asb2b* mutant phenotype was caused by an increase in Tcf3 levels, we generated a stable transgenic line overexpressing *EGFP-tcf3b-2A-tdTomato* in cardiomyocytes. Cardiomyocytes overexpressing Tcf3b exhibited severe myofilament disassembly or disorganized myofilaments, similar to the phenotype observed in *asb2b* mutant cardiomyocytes (Fig. 4e), as well as irregular cell shape and membrane protrusions (Fig. 4f). To quantitatively assess changes in the degree of myofilament organization and cellular morphology in Tcf3b-overexpressing cardiomyocytes, we counted the number of myofilament branch points, which represent the points where the direction of myofilaments changes, and also measured cellular area and perimeter (Fig. 4g). We observed a significant difference between WT and Tcf3b-overexpressing cardiomyocytes, suggesting that Tcf3b overexpression in *asb2b* mutant hearts causes the phenotype described above. Furthermore, we hypothesized that inhibition of Tcf3 function *in vivo* could rescue the cardiomyocyte phenotypes in *asb2b* mutants. The Id family of transcription factors is known to act as dominant-negative HLH proteins for TCF3 (ref. 23). To inhibit Tcf3 function, we generated a transgenic line overexpressing *Id2b-2A-tdTomato* in cardiomyocytes and crossed this line to the *asb2b* mutant. We found that Id2b overexpression led to a reduction in the severity of pericardial oedema (Supplementary Fig. 5a) as well as a recovery of cell morphology and myofilament organization (Fig. 4g and Supplementary Fig. 5b), indicating that suppression of Tcf3 results in partial rescue of the *asb2b* mutant phenotype. Altogether, these data suggest that an important function of Asb2b is to regulate the levels of Tcf3, and that higher than WT levels of Tcf3 during cardiomyocyte maturation causes defects in cardiomyocyte integrity.

### TCF3 causes dedifferentiation of rat NCMs

Next, we wanted to determine whether TCF3 inhibits cardiomyocyte maturation and/or acutely induces disruptions in cardiomyocytes that have already established sarcomeres and cell–cell junctions. To this end, we cultured rat NCMs until they exhibited synchronous contraction, indicative of coordinated sarcomeres and cell–cell junctions. Overexpression of both E12 and E47 by adenoviral transfection resulted in the disassembly of sarcomeres (Fig. 5a) and this effect was rescued by co-transfection with ASB2β (Fig. 5a). We also observed a disruption of cell–cell junctions (Fig. 5b), as observed in zebrafish *asb2b* mutants. Moreover, we found that TCF3 protein levels in mouse hearts decreased during development (Supplementary Fig. 5c), further suggesting that TCF3 must be negatively regulated to allow cardiomyocyte maturation. 

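On the heart arrays at 50 hpf, *gata4*, *tbx5b* and *vim* had a higher level on array 1 than on array 2, and the probes of *kita* went both ways. The gene *vim*, which encodes the intermediate filament vimentin, differed by more than 2-fold, with levels of 0.71 on array 1 and −0.41 on array 2, a log2 difference of −1.13 (2.18-fold). The cardiac transcription factor gene *gata4* had 1.79 and 1.07, a difference of −0.72, with −0.74 and −0.71 at its 2 probes, which overlap in sequence. The T-box gene *tbx5b* had −1.84 and −2.48, a difference of −0.64 from 1 probe. The receptor gene *kita* was dim, with median levels of −3.94 on array 1 and −3.69 on array 2 but a median difference of −0.34 over its 3 probes, which ran from −0.79 to 0.25. By the scanner labels array 1 is WT and *gata4*, *tbx5b* and *vim* are lower in the mutant, and by the value table array 1 is the mutant and they are higher, while the direction of *kita* depends on the probe. These values come from the arrays, and the paper measured the genes by RT-qPCR in hearts of the same stage (Supplementary Fig. 5d). Among 24 measured markers of progenitors and dedifferentiation, the genes above included, 22 lay within 2-fold, where 6.50% of all named genes passed it. Beside *vim*, the slow skeletal troponin T gene *tnnt1* was higher on array 1 at −2.15, while *sox2* had 0.93 and the smooth muscle gene *tagln* 0.55. The median of the list was −0.05 (−0.13 without a filter), at the 13.8 percentile of random lists matched on signal, with 11 genes above 0 and 13 below.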

Interestingly, we found the upregulation of markers associated with stem cells and cardiac progenitors, including *gata4* (ref. 5), *tbx5b*^5^, *kita* (an orthologue of mammalian *c-kit*^25^) and *vim* (*vimentin*^26^) in *asb2b* mutant hearts compared with WT (Supplementary Fig. 5d). Furthermore, we examined the expression of immature markers in rat NCMs overexpressing TCF3 and found that a typical fetal marker, α*a*-smooth muscle actin^27^ (Fig. 5c), as well as Vimentin (Supplementary Fig. 5e), were upregulated. These phenotypes, observed both *in vitro* and *in vivo*, are reminiscent of cardiomyocyte dedifferentiation^25^,^26^,^27^,^28^.

## Discussion

In this study, we identified an important role for ASB2 in cardiomyocytes for the maturation and organization of their sarcomeres and cell–cell junctions, processes that are essential for myocardial tissue integrity. These findings reveal key molecular mechanisms regulating cardiomyocyte maturation. In chimeric hearts, *asb2b* mutant cardiomyocyte failed to meld with WT myocardium, suggesting that *asb2b* functions cell-autonomously to ensure proper cell morphological characteristics that affect overall myocardial tissue integrity. Cell recognition and cell–cell adhesion are mediated in part by cadherin molecules, and cells expressing the same type and similar levels of cadherin molecules preferentially adhere to one another^29^. However, *asb2b* mutant cardiomyocytes do not exhibit obvious changes in N-cadherin expression, suggesting that other mechanisms of cell recognition and adhesion are at play.

We identified TCF3 as a main target of ASB2 responsible for the defects in *asb2b* mutant cardiomyocytes. Our results show that overexpression of TCF3 recapitulates the *asb2b* mutant phenotypes. These phenotypes, namely disassembly of sarcomeres, disruption of cell–cell junctions and re-expression of progenitor markers, have previously been reported in dedifferentiating cardiomyocytes in mouse neonatal and adult hearts, as well as during newt and zebrafish heart regeneration^25^,^26^,^27^,^30^. We also observed that the expression levels of cardiac differentiation marker genes were not affected in *asb2b* mutants, suggesting that the mutant cardiomyocytes may be in an intermediate, partially differentiated state. Taken together, our data suggest that in *asb2b* mutants, high levels of TCF3 block cardiomyocyte maturation. TCF3 may also cause an epithelial to mesenchymal transition-like process in cardiomyocytes, as TCF3 can induce epithelial to mesenchymal transition in epithelial cells^23^.

During cardiomyocyte specification, cardiac progenitors migrate extensively to form the primitive heart tube^6^,^7^. After this initial migration, motility has to be suppressed to allow the maturation of cardiomyocytes and their full integration into a coherent tissue, to develop a fully formed and functional organ^6^,^7^,^8^. MESP1 plays a key role in the specification of the cardiac lineage^31^ and it was recently reported that it has to dimerize with TCF3 to regulate downstream target genes^32^. Our results indicate that TCF3 must subsequently be suppressed to allow cardiomyocyte maturation, and that this suppression is, in part, mediated by its proteolysis via the UPS. Regulation of TCF3 function via proteolysis may allow cardiomyocytes to quickly transition from one state to the next.

On the other hand, mechanical forces are known to be involved in cardiomyocyte development and maturation^20^,^21^,^33^. ASB2 is a member of the ankyrin repeat and SOCS box-containing protein family. It has been previously reported that the ankyrin repeats exhibit elastic properties and spring-like behaviour^34^,^35^ and recently the ankyrin repeats of NOMPC (No mechanoreceptor potential C), a transient receptor potential family protein, were shown to be essential for its role in mechanotransduction^36^. Moreover, ASB2 expression increases during mouse embryonic development and myogenic differentiation in C2C12 myoblasts^12^. Therefore, it is possible that the function of ASB2 is linked to mechanical forces during heart development and maturation.

In summary, our data reveal the importance of the UPS and its regulation of a specific transcription factor, for cardiomyocyte maturation and myocardial tissue integrity, and we speculate that proteolysis regulates other developmental transitions that need to occur quickly and efficiently.

## Methods

### Zebrafish

Zebrafish were grown and maintained under standard conditions, as approved by institutional (Max Planck Society) and national ethical and animal welfare guidelines. *Tg(myl7:MKATE-CAAX)*^*Sd11*^ (ref. 13), *Tg(myl7:EGFP-Has.HRAS)*^*s883*^ (ref. 37) (abbreviated *Tg(myl7:ras-GFP)*), *Tg(myl7:LIFEACT-GFP)*^*s974*^ (ref. 15), *Tg(-5.1myl7:DsRed2-NLS*)^f2Tg^ (ref. 16) (abbreviated *Tg(myl7:nDsRed2)*) , *Tg(UAS:mGFP)*^*m1230*^ (ref. 38), *Tg(myl7:gCaMP)*^*s878*^ (ref. 14), *Tg(myl7:actn3b-EGFP)*^*sd10Tg*^ (ref. 13) and *Tg(−0.2myl7*: *EGFP-Podocalyxin*)^*bns103*^ (abbreviated *Tg(myl7:EGFP-Podocalyxin)*) lines were used. *Tg(myl7:LIFEACT-tdTomato)*^*bns141*^ was generated using the same strategy as *Tg(myl7:LIFEACT-GFP)*^*s974*^ (ref. 15). To generate *Tg(myl7:N-cadherin-tdtomato)*^*bns78*^, *Tg(myl7:EGFP-tcf3b-2A-tdTomato)*^*bns142*^ and *Tg(myl7:id2b-2A-tdTomato)*^*bns143*^, complementary DNA fragments of *N-cadherin* (NCBI accession number: NM_131081), *tcf3b* (NCBI accession number: XM_005170492) and *id2b* (NCBI accession number: NM_199541 ) were isolated by RT–PCR, using the following primers: *N-cadherin* forward 5′-GAATTCACCATGTACCCCTCCGGAGGCGTG-3′ and *N-cadherin* reverse 5′-ACGCGTGTCGTCGTTACCTCCGTAC-3′; *tcf3b* forward 5′-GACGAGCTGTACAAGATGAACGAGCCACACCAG-3′ and *tcf3b* reverse 5′-GTCGACCATGTGACTGACGGAGTTG-3′; *id2b* forward 5′-AAGCTTCCACCATGAAGGCAGTCA-3′ and *id2b* reverse 5′GTCGACACGAGACAGGGCTATGAG-3′. *EGFP-tcf3b* or *id2b* PCR fragments and *2A-tdtomato* fragments were combined into one fragment via PCR and cloned into a vector containing Tol2 elements and two I-SceI restriction enzyme sites under the control of the *myl7* promoter element. The *Tg(asb2b:GFP-GAL4FF)*^*bns107*^ reporter line, encoding *GFP* fused *GAL4FF*^39^ and *Tg(asb2b:GFP-asb2b)*^*bns106*^, which carry GFP inserted in-frame with the coding region of *asb2b*, were generated using the BAC clone (CH1073-416D2) using standard recombineering technology^40^. For whole-mount immunostaining, antibodies against myosin heavy chain 1:500 (MF20, eBioscience) and N-cadherin 1:250 (ab12221, Abcam) were used. After washing with PBS, samples were stained with fluorescent secondary antibodies (Life Technologies). For quantifying cardiac function in embryonic zebrafish, movies of beating hearts were taken using a Zeiss Spinning disc CSU-X1 confocal microscope with a high-speed camera, which were then used to calculate fractional shortening as described previously^41^. For the analysis of myocardial-specific calcium activation, one-cell stage *Tg(myl7:gCaMP)*^14^ WT and *asb2b* mutant embryos were injected with *tnnt2a* MO^42^ to stop cardiac contraction for data acquisition and imaged at 50 hpf using a Zeiss spinning disk confocal microscope with CSU-X1 (Yokogawa) and ORCA-flash4.0 sCMOS camera (Hamamatsu). For electron microscopy (EM) analysis, zebrafish embryos were fixed with 3% glutaraldehyde (Merck), followed by 4% OsO4 in 0.1 mM sodium cacodylate buffer (pH 7.4). After dehydration in ethanol and propylene oxide, they were embedded in Epon as described. Ultrathin sections were stained with uranyl acetate and lead citrate, and viewed and photographically recorded under a JEM 1400 electron microscope. To count myofilament branch points, Imaris (Bitplane) was used for 3D image processing and counting. To analyse cellular morphology, ImageJ ( http://rsbweb.nih.gov/ij/) was used to measure cellular area and perimeter.

### Mouse

For immunostaining, E8.5 mouse embryos were fixed with 4% paraformaldehyde. Antibodies against ASB2 1:100 (HPA001546, Sigma) and anti-cTnI 1:500 (ab56357, Abcam) were used. For western blotting, E8.5, E14.5, P1 and P7 mouse hearts were isolated. Antibodies against TCF3 1:1,000 (G-2, Santa Cruz Biotechnology) were used.

### Genome editing

pT7-gRNA and pT3TS-nCas9n were used to generate sgRNA and Cas9 messenger RNA, respectively. Genomic RNAs (gRNAs) were designed targeting *asb2a* (Supplementary Fig. 1) and *asb2b* (Fig. 2) using CRISPR Design ( http://crispr.mit.edu).

### Cell culture analysis

Rat neonatal (P1) hearts were removed and placed in PBS; they were then minced into small pieces and placed in Hank's balanced salt solution (Gibco) supplemented with 0.0125% trypsin and incubated at 4 °C overnight. The minced hearts were subsequently digested with 1.5 mg ml^−1^ collagenase/dispase mix (Roche) in L-15 medium (Sigma) for 20 min at 37 °C with gentle agitation^43^. Cells were plated onto 0.1% gelatin-coated (Sigma) plates and cultured in DMEM/F12 (Gibco) supplemented with 5% horse serum, L-glutamine, Na-pyruvate, penicillin and streptomycin at 37 °C and 5% CO_2_. For immunofluorescence, cells were fixed using 4% formaldehyde in PBS for 10 min. Samples were permeabilized with 0.3% Triton X-100 in PBS for 10 min and blocked with 5% fetal bovine serum in PBS for 1 h. Samples were incubated with the following antibodies: anti-cTnI 1:500 (ab56357, Abcam), anti-α-actinin 1:500 (EA-53, Sigma), anti-Vimentin 1:500 (c-20, Santa Cruz Biotechnology) and anti-N-cadherin 1:250 (ab12221, Abcam). After washing with PBS, samples were stained with fluorescent secondary antibodies (Life Technologies) followed by 4,6-diamidino-2-phenylindole staining, to visualize nuclei. Adenovirus vectors for transfection were generated using the AdEasy system (Agilent Technologies). The cDNA fragments of *HA-Asb2β* (NCBI accession number: NM_001011984), *myc-E12* (NCBI accession number: NM_133524) and *myc-E47* (NCBI accession number: NM_001035237) were isolated by RT–PCR, using the following primers: *HA-Asb2β* forward 5′-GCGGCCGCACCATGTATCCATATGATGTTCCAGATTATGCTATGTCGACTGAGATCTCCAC-3′ and *HA-Asb2β* reverse 5′-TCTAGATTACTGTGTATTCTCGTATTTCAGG-3′; *myc-E12* and *myc-E47* forward 5′-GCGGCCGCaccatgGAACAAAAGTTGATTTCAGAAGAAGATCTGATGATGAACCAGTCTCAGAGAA-3′ and *myc-E12* and *myc-E47* reverse 5′-tctagaTCACAGGTGCCCAGCTGG-3′. Adenoviruses were applied to the cultured rat NCMs and incubated for 8 h. The transfected cells were then washed and cultured in growth medium. The efficiency of transfection was assessed by GFP expression, encoded within the adenovirus construct.

### Imaging

Zebrafish embryos were mounted in 1% low-melting agarose supplemented with 0.2% (w/v) tricaine to stop heartbeats. The images were acquired using a Zeiss spinning disk confocal microscope system with CSU-X1 (Yokogawa) and ORCA-flash4.0 sCMOS camera (Hamamatsu) or a confocal microscope (LSM800, Zeiss) using an LD C-Apochromat × 40 (1.1 numerical aperture) objective. Imaris (Bitplane) was used for 3D image processing. Myofilament thickness was measured using the ZEN imaging software (Zeiss).

### Protein analysis

Protein extracts were prepared in lysis buffer (150 mM Tris-HCl pH 7.5, 150 mM NaCl, 1% Triton X-100, 0.2% SDS, 1 mM EDTA, 5 mM NaF, 0.1 mM orthovanadate, 1 mM phenylmethylsulfonyl fluoride and 1 μg ml^−1^ of aprotenin). Proteins were separated by SDS–PAGE and transferred to a polyvinylidene difluoride membrane. The following primary antibodies were used: anti-HA 1:1,000 (3F10, Roche), anti-Myc 1:1,000 (9E10, Santa Cruz Biotechnology) and anti-α-tubulin 1:1,000 (T6199, Sigma). For immunoprecipitation, protein extracts were prepared in lysis buffer (150 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% NP40, 1 mM EDTA, 5 mM NaF, 0.1 mM orthovanadate, 1 mM phenylmethylsulfonyl fluoride and 1 μg ml^−1^ of aprotinin). Protein extracts were incubated with anti-HA 1:100 (3F10, Roche) and protein G beads (GE). Beads were washed four times with lysis buffer and precipitated proteins were analysed by immunoblotting. For densitometric analysis of western blottings, ImageJ ( http://rsbweb.nih.gov/ij/) was used. All uncropped images related to western blotting data are available in Supplementary Fig. 6.

### RNA analysis

Total RNA extraction was performed using miRNeasy Mini Kit (Qiagen) and purified RNA was used as a template for cDNA synthesis using the SuperScript second strand kit (Life Technologies), according to the manufacturers' instructions. The gene symbols and gene names are listed (Supplementary Table 1). For quantitative real-time PCR, the CFX Connect Real-Time system (Bio-Rad) and DyNAmo colorFlash SYBR green qPCR kit (ThermoFisher Scientific) were used. mRNA expression levels were normalized to *ef1α* (Supplementary Fig. 1f) or *ef1β* (Fig. 4a and Supplementary Fig. 5c). Gene expression levels were relative to those of 17.5 hpf WT embryos (Supplementary Fig. 1f) or 50 hpf WT hearts (Fig. 4a and Supplementary Fig. 5c). The Ct values are shown in Supplementary Table 2. The following primers were used: *myl7* forward 5′-GGAGAGAAGCTCAATGGCACA-3′and *myl7* reverse 5′-GTCATTAGCAGCCTCTTGAACTCA-3′; *vmhc* forward 5′-CTCCTGGTGCAATGGAGAAT-3′ and *vmhc* reverse 5′-CAGGTATGGCTGCAGGATTT-3′; *myh6* forward 5′-TGGCGATGCTGACGTTTCTT-3′ and *myh6* reverse 5′-TCACGGTGACACAAAACAGCC-3′; *asb2b* forward 5′-GACCCAGTGGGACTGAAGTG-3′ and *asb2b* reverse 5′-TGTAGAGTGCGCTTGTCCAC-3′; *socs3* forward 5′-GGGACAGTGAGTTCCTCCAA-3′ and *socs3* reverse 5′-ATGGGAGCATCGTACTCCTG-3′; *id2a* forward 5′-GACTCCAATTCGGCGATAAC-3′ and *id2a* reverse 5′-GTGTCCTGCTGTCCTCTGTG-3′; *mef2cb* forward 5′-CTATGGAAACCACCGCAACT-3′ and mef2cb reverse 5′-CCATTCCCTGTCCTGGTAGA-3′; *gata4* forward 5′-TTACCTGTGCAATGCCTGTG 3′ and *gata4* reverse 5′-TGCAGACTGGCTCTCCTTCT-3′; *tbx5b* forward 5′-GCTCCACCATCTCCTGACTG-3′ and *tbx5b* reverse 5′-TGGTAGCTGAAGAGGGGGTA-3′; *kita* forward 5′-GCCCATGCAACAGAGAAAGA-3′ and *kita* reverse 5′-CGCAGGAAGTTCAACAGGTC-3′; *vim* forward 5′-TCCATGAAGGAAACCAGACC-3′ and *vim* reverse 5′-CTCCAGCGTGGATCTTCAGT-3′; *ef1α* forward 5′-CTTCTCAGGCTGACTGTGC-3′ and *ef1α* reverse 5′-CCGCTAGCATTACCCTCC-3′; *ef1β* forward 5′-ATCTGTTTGGCTCCGATGAG-3′ and *ef1β* reverse 5′-CAGGCTTCTTTGCCTTCTTG-3′. For microarray analysis, total RNA samples were sent to Oak-Labs (Germany), where fluorescent complementary RNA was generated using the Low Input QuickAmp Labeling kit (Agilent Technologies) and subsequently hybridized on a microarray. Fluorescence signals on microarrays were detected by the SureScan Microarray Scanner (Agilent Technologies). The detailed protocol is available from Oak-Labs ( http://www.oak-labs.com/). For whole-mount *in situ* hybridization, digoxygenin-labelled anti-sense RNA probes for *myl7*, *asb2a* and *asb2b* were generated using SP6 or T7 polymerase (Roche) and a DIG RNA Labeling Kit (Roche). cDNA encoding *myl7* was a kind gift from Atsuo Kawahara (University of Yamanashi). To synthesize mRNA or RNA probes for *in situ*, cDNA encoding *asb2a* (NCBI accession number: XM_691298) and *asb2b* (NCBI accession number: NM_214725) were isolated by RT–PCR with the following primers: *asb2b* forward 5′-GAATTCATGACCCGGTTCTCTTATG-3′ and *asb2b* reverse 5′-CTAGATCACAGGTGGTGATGTTCC-3′; *asb2a* forward 5′-GGATCCatggcagcagccagagtgac-3′; *asb2a* reverse 5′-GAATTCctacatttcatattctcgttc-3′

The PCR fragments were subcloned into the pCS2 vector.

### Statistical analyses

Statistical analyses were performed by Student's *t*-test or one-way analysis of variance with Tukey's test. Data were considered statistically significant if the *P*-value was <0.05 (*).

### Data availability

The data that support the findings in this study are available within the article and its Supplementary Information files, and from the corresponding authors upon request.

## Additional information

**How to cite this article:** Fukuda, R. *et al*. Proteolysis regulates cardiomyocyte maturation and tissue integration. *Nat. Commun.* **8,** 14495 doi: 10.1038/ncomms14495 (2017).

**Publisher's note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures and Supplementary Tables.

Supplementary Movie 1 Calcium imaging of Tg(myl7:gCaMP) WT heart. One-cell stage Tg(myl7:gCaMP) WT embryos were injected with tnnt2a MO and imaged at 50 hpf.

Supplementary Movie 2 Calcium imaging of Tg(myl7:gCaMP) asb2b mutant heart shows no obvious changes in cardiac conduction. One-cell stage Tg(myl7:gCaMP) asb2b mutant embryos were injected with tnnt2a MO and imaged at 50 hpf.

Supplementary Movie 3 Time-lapse imaging of a WT heart transplanted with WT cells. Tg(myl7:LIFEACT-GFP) WT donor cells (green) were transplanted to the margin of Tg(myl7:LIFEACT-tdTomato) WT host embryos (red) at the blastula stage and imaged at 50 hpf.

Supplementary Movie 4 Time-lapse imaging of a WT heart transplanted with asb2b mutant cells. Tg(myl7:LIFEACT-GFP) asb2b mutant donor cells (green) were transplanted to the margin of Tg(myl7:LIFEACT-tdTomato) WT host embryos (red) at the blastula stage and imaged at 50 hpf.

## Figures and Tables

**Figure 1:**
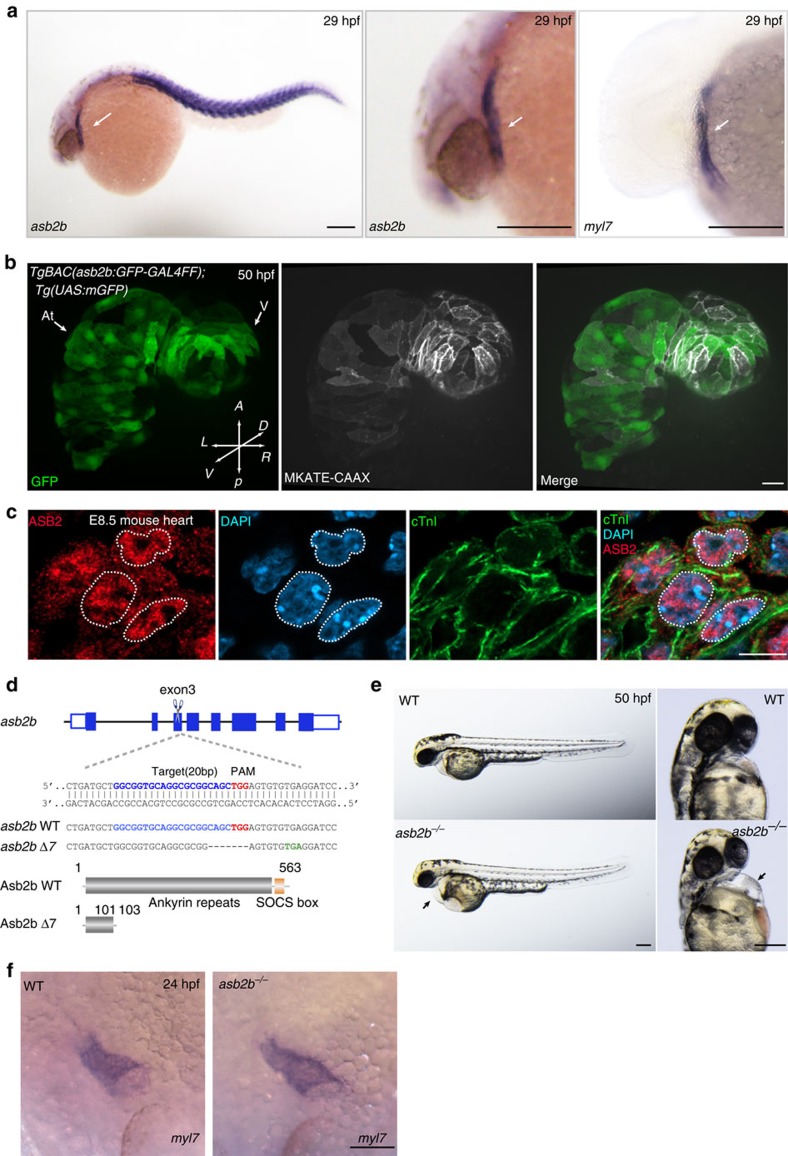
***asb2b*** **mutant zebrafish exhibit cardiac defects.** (**a**) *In situ* hybridization for *asb2b* and *myl7* expression in 29 hpf embryos. *asb2b* is expressed in the *myl7*^+^ heart tube (arrows) and in the somites. Lateral views, anterior to the left. Scale bars, 200 μm. (**b**) Three-dimensional images of 50 hpf *Tg(asb2b:GFP-GAL4FF);Tg(UAS:mGFP);Tg(myl7:MKATE-CAAX)* hearts. Scale bar, 40 μm. (**c**) E8.5 mouse heart co-stained for ASB2 (red), cardiac troponin I (cTnI, green) and 4,6-diamidino-2-phenylindole (DAPI; blue), showing nuclear and cytoplasmic localization of ASB2; dashed lines outline nuclei. Scale bars, 10 μm. (**d**) Schematic representation of the *asb2b* locus. The gRNA target sequence, PAM and premature stop codon are highlighted in blue, red and green, respectively. Deleted nucleotides are indicated by dashes. Predicted structure of WT and mutant (Asb2b Δ7) proteins. The *asb2b Δ7* allele (*asb2b*^*bns33*^) is predicted to encode a truncated polypeptide containing two incorrect amino acids (102–103 aa). (**e**) Bright-field micrographs of 50 hpf WT and *asb2b* mutant embryos in lateral and ventral views. Black arrows point to pericardial edema. Scale bars, 200 μm (**f**) *in situ* hybridization for *myl7* expression in 24 hpf WT and *asb2b* mutant. Scale bar, 100 μm. At, atrium; *A*, anterior; *D*, dorsal; *L*, left; *P*, posterior; *R*, right; V, ventricle; *V*, ventral.

**Figure 2:**
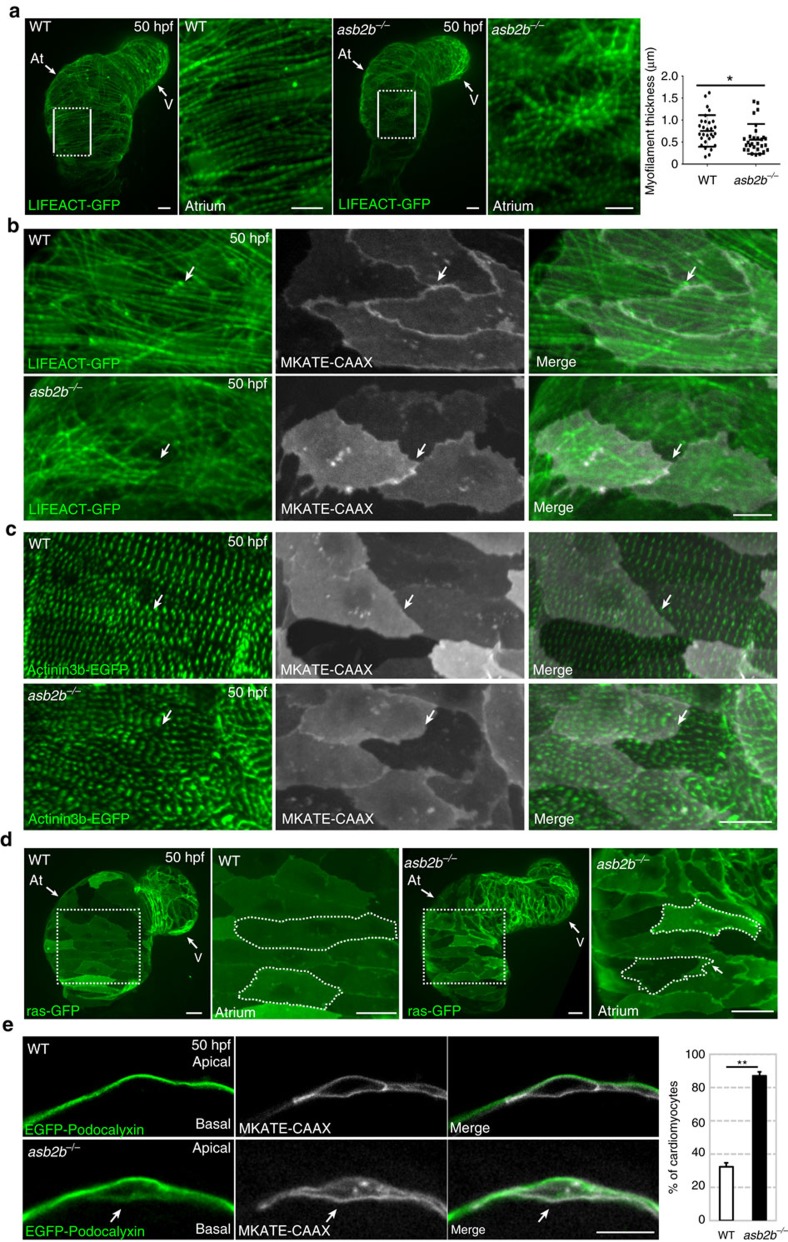
***asb2b*** **mutant cardiomyocytes exhibit structural defects.** (**a**) Three-dimensional images of 50 hpf *Tg(myl7:LIFEACT*-*GFP)* WT and *asb2b* mutant hearts reveal differences in myofilament thickness and organization. Magnified views of myofilaments in white boxes are shown on the right. Myofilament thickness was measured in 50 hpf WT and *asb2b* mutant hearts (*n*=29 myofilaments from 5 hearts). (**b**) Three-dimensional images of 50 hpf *Tg(myl7:LIFEACT-GFP);Tg(myl7:MKATE-CAAX)* WT and *asb2b* mutant atria. The myofilaments in WT are organized across cell borders (arrows), whereas *asb2b* mutant hearts show disorganized myofilaments between adjacent cardiomyocytes (arrows). (**c**) Three-dimensional images of 50 hpf *Tg(myl7:actn3b*-*EGFP)* WT and *asb2b* mutant atria. Atrial cardiomyocytes in WT exhibit an organized *z*-band pattern across cell–cell borders (arrows), whereas those in *asb2b* mutants exhibit a disorganized *z*-band pattern (arrows). (**d**) Three-dimensional images of 50 hpf *Tg(myl7:ras-GFP)* WT and *asb2b* mutant hearts. Magnified views of myofilaments in white dotted boxes are shown on the right. Cardiomyocytes are outlined to define shape. (**e**) Single-plane images of 50 hpf *Tg(myl7:EGFP-Podocalyxin);Tg(myl7:MKATE-CAAX)* WT and *asb2b* mutant atria. In WT, EGFP-Podocalyxin is localized on the abluminal (apical) side of cardiomyocytes, whereas in *asb2b* mutants, it appears to be localized on both the abluminal and luminal (basal) sides (arrows). Number of cardiomyocytes exhibiting EGFP-Podocalyxin localization on the basal side in WT and *asb2b* mutant hearts (*n*=5 hearts, with averages taken from 20 cells per heart). *P<0.05 and **P<0.01 by one-way analysis of variance (ANOVA) followed by Tukey's honest significant difference test. Error bars, s.e.m. Scale bars, 20 μm. At, atrium; V, ventricle.

**Figure 3:**
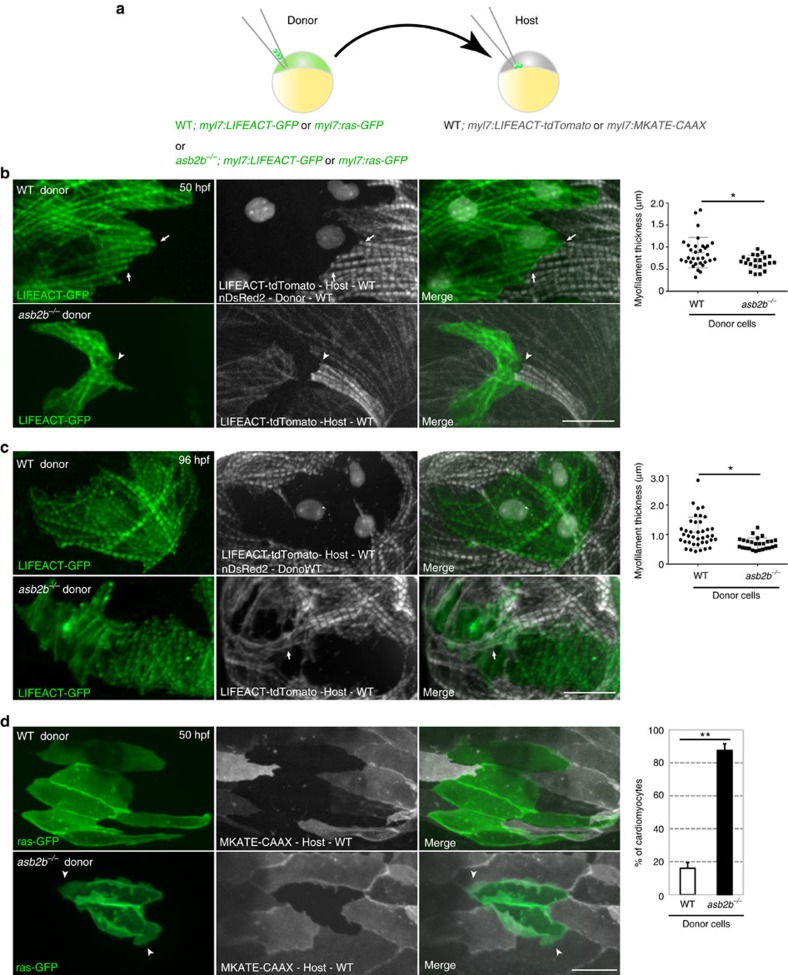
***asb2b*** **functions cell autonomously in cardiomyocytes.** (**a**) Schematic representation of the transplantation experiments. (**b**) Three-dimensional images of 50 hpf chimeric atria. *Tg(myl7:LIFEACT-GFP);Tg(myl7: nDsRed2)* WT or *Tg(myl7:LIFEACT-GFP*) *asb2b* mutant donor cells were transplanted into *Tg(myl7:LIFEACT-tdTomato*) WT host embryos. WT donor cardiomyocytes show integration of the myofilaments into WT hearts (arrows), whereas those from *asb2b* mutants fail to meld into WT hearts (arrowheads). Myofilament thickness was measured in 50 hpf WT and *asb2b* mutant donor cardiomyocytes (*n=*32 (WT) and 22 (mutant) myofilament from 5 hearts). (**c**) Three-dimensional images of 96 hpf chimeric atria. *asb2b* mutant cardiomyocytes in WT hearts fail to integrate their myofilaments with those of adjacent cardiomyocytes. WT host cardiomyocytes appear to establish their myofilaments underneath *asb2b* mutant cardiomyocytes (arrows). Myofilament thickness was measured in 96 hpf WT and *asb2b* mutant donor-derived cardiomyocytes (*n*=39 (WT) and 26 (mutant) myofilament from 5 hearts). (**d**) Three-dimensional images of 50 hpf chimeric atria resulting from transplanting WT or *asb2b* mutant cells from *Tg(myl7:ras-GFP*) donors into *Tg(myl7:MKATE-CAAX*) WT hosts. *asb2b* mutant cardiomyocytes exhibit abnormal membrane protrusions (arrowheads). Number of WT and *asb2b* mutant donor-derived cardiomyocytes exhibiting membrane protrusions in 50 hpf WT hearts (*n*=5 hearts, with averages taken from 30 cardiomyocytes per heart.). *P<0.05 and **P<0.01 by one-way analysis of variance (ANOVA) followed by Tukey's honest significant difference test. Error bars, s.e.m. Scale bars, 20 μm.

**Figure 4:**
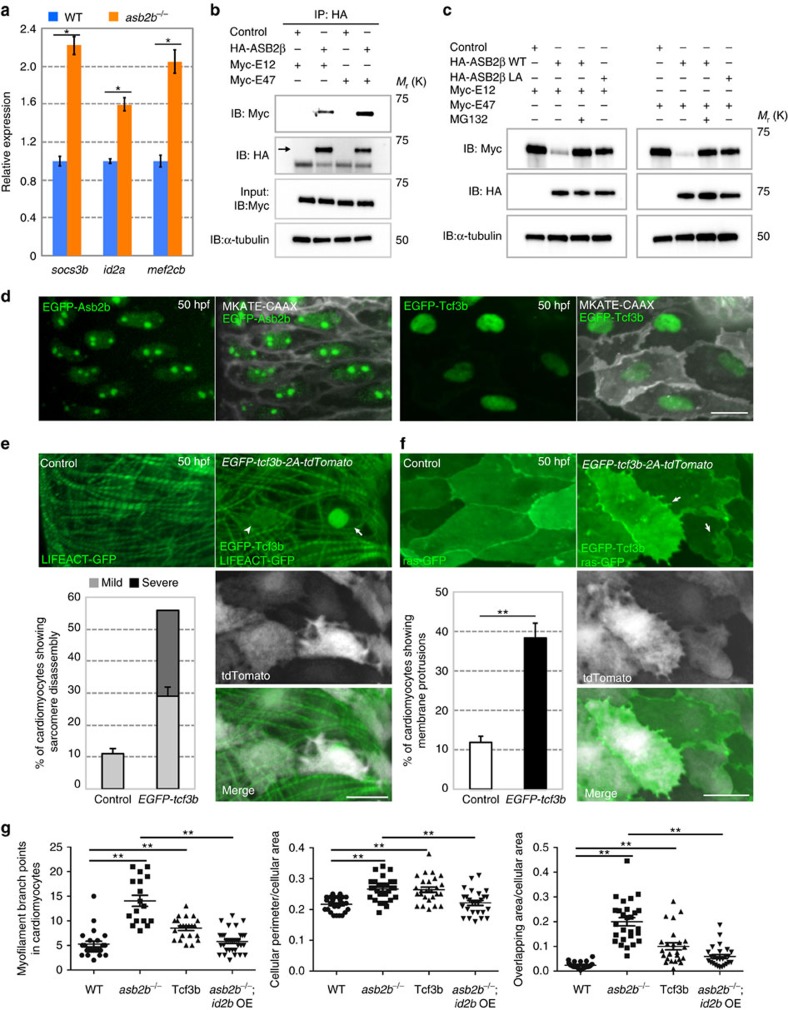
TCF3 is a target of ASB2 in cardiomyocytes. (**a**) Relative mRNA expression (qPCR) of *socs3b*, *id2a* and *mef2cb* in isolated 50 hpf WT (blue bar) and *asb2b* mutant (orange bar) hearts (*n*=2 technical replicates; RNA samples obtained from 500 isolated hearts). (**b**) Co-immunoprecipitation (IP) of HA-ASB2β and Myc-E12 or Myc-E47 immunoblotted (IB) for HA (arrow) or Myc. Rat NCMs were transfected with *HA-Asb2β* or control (mock), together with *Myc-E12* or *Myc-E47* adenovirus vectors. All adenovirus vectors used contain an independent GFP cassette to assess transfection efficiency. After 24 h of transfection, cells were treated with 20 μM MG132 for 8 h and then IP was performed; lower bands in HA blot are HA antibody heavy chains. (**c**) Asb2β induced E12 and E47 degradation in a proteasome-dependent manner. Rat NCMs were transfected with control, *HA-Asb2β* or *HA-Asb2β L595A* mutant (*Asb2βLA*), together with *Myc-E12* or *Myc-E47* adenovirus vectors. After 48 h of transfection, NCMs were treated with 20 uM MG132 or DMSO for 12 h and these protein samples were extracted for immunoblotting. (**d**) Three-dimensional images of a 50 hpf *TgBAC(asb2b:GFP-asb2b);Tg(myl7:MKATE-CAAX)* atrium, and a *Tg(myl7:MKATE-CAAX)* atrium expressing EGFP-Tcf3b. Both Asb2b and Tcf3 localize to the nucleus in cardiomyocytes. (**e**) Three-dimensional images of 50 hpf *Tg(myl7:LIFEACT-GFP*) and *Tg(myl7:LIFEACT-GFP);Tg(myl7:EGFP-tcf3b-2A-tdTomato)* atria. (The transgenic fish exhibit mosaic expression of EGFP-tcf3b-2A-tdTomato in the heart.) EGFP-Tcf3b-2A-tdTomato expressing cardiomyocytes exhibit disassembly of myofilaments. Arrow points to a severe case of myofilament disassembly, arrowhead to a mild case. Number of cardiomyocytes exhibiting sarcomere disassembly (*n*=5 hearts, with averages taken from 20 cardiomyocytes per heart). (**f**) Three-dimensional images of 50 hpf *Tg(myl7:ras-GFP*) or *Tg(myl7:ras-GFP);Tg(myl7:GFP-tcf3b-2A-tdTomato)* atria. Tcf3b-2A-tdTomato expressing cardiomyocytes exhibit abnormal membrane protrusions (arrows). Number of cardiomyocytes exhibiting membrane protrusions (*n*=5 hearts, with averages taken from 20 cardiomyocytes per heart). (**g**) Quantification of myofilament branch points, cellular morphology and membrane protrusions in 50 hpf WT, *asb2b* mutant, *Tg(myl7:GFP-tcf3b-2A-tdTomato)* WT and *Tg(myl7:id2b-2A-tdTomato) asb2b* mutant atrial cardiomyocytes in *Tg(myl7:LIFEACT-GFP)* or *Tg(myl7:ras-GFP)* background. (*n*=15 to 34 cardiomyocytes from 3 to 6 hearts). *P<0.05 and **P<0.01 by one-way analysis of variance (ANOVA) followed by Tukey's honest significant difference test. Error bars, s.e.m. Scale bars, 20 μm.

**Figure 5:**
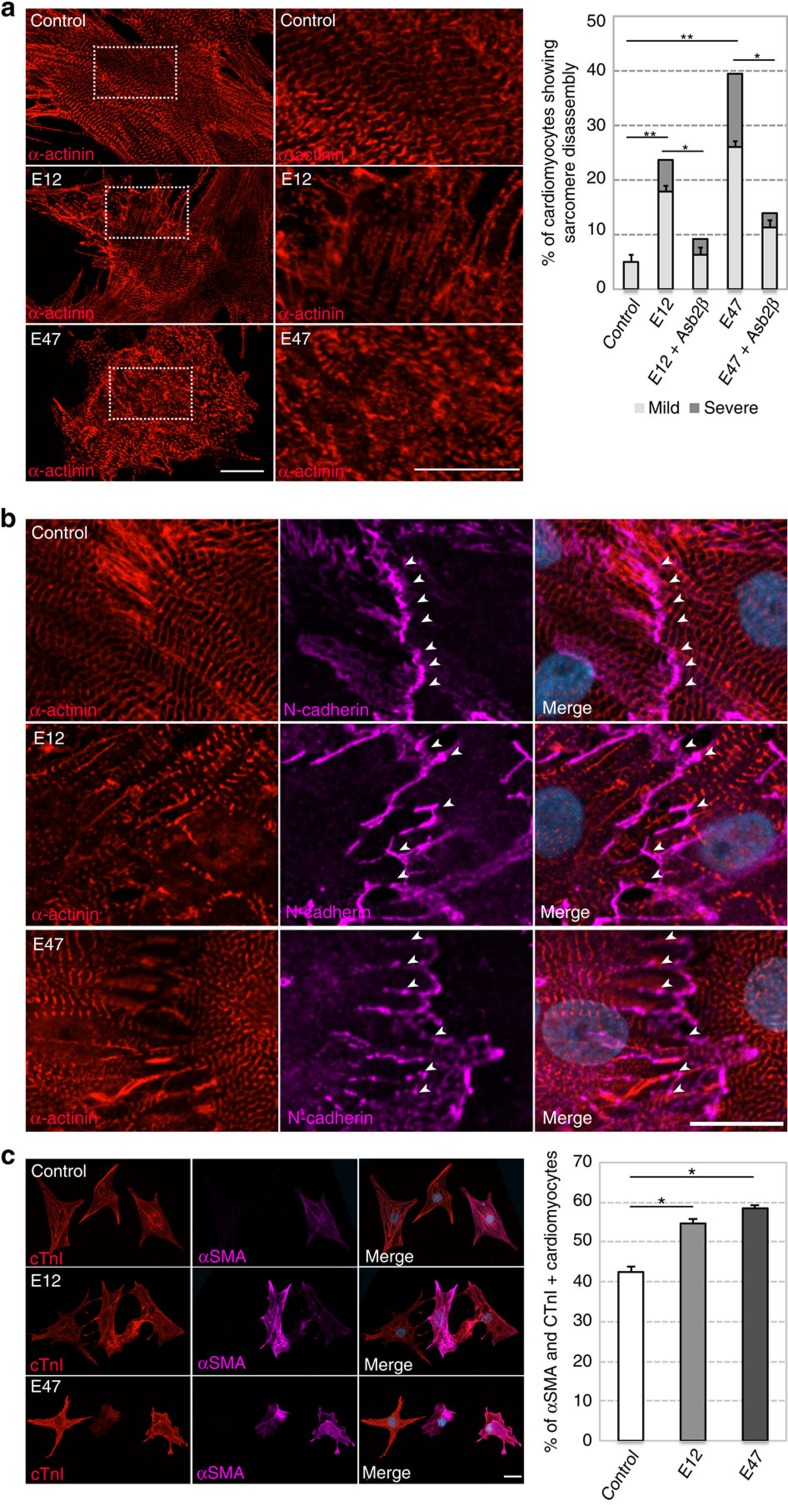
TCF3 causes dedifferentiation of rat NCMs. (**a**) Rat NCMs transfected with control, *E12* or *E47* adenovirus vectors, stained for sarcomeric-α-actinin (red). Magnified views in white dotted boxes are shown on the right. Number of cardiomyocytes transfected with adenovirus vectors exhibiting sarcomere disassembly (*n*=2, with averages taken from 50 cardiomyocytes). (**b**) Rat NCMs transfected with control, *E12* or *E47* adenovirus vector, co-stained for α-actinin (red), N-cadherin (magenta) and 4,6-diamidino-2-phenylindole (DAPI; blue). Cardiomyocytes expressing E12 and E47 exhibit disruptions of cell–cell junction (arrowheads). (**c**) Rat NCMs transfected with control, *E12* or *E47* adenovirus vector, co-stained for cardiac troponin I (cTnI, red), α-smooth muscle actin (α-SMA, magenta) and DAPI (blue). Number of cardiomyocytes transfected with adenovirus vectors exhibiting both cTnI and α-SMA expression (*n*=2, with averages taken from 50 cells). *P<0.05 and **P<0.01 by one-way analysis of variance (ANOVA) followed by Tukey's honest significant difference test. Error bars, s.e.m. Scale bars, 20 μm.

How the deposited data were processed for this re-analysis (not part of the article)

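Hearts isolated from WT and *asb2b* mutant zebrafish at 50 hpf were compared on 1-colour Agilent arrays, 1 array per genotype. The authors had total RNA amplified and labelled with cyanine 3 (Low Input QuickAmp Labeling kit) and hybridised to a custom design annotated on Zv9. The deposited scanner files give for each spot the intensity as processed by Agilent Feature Extraction, which the authors ran with background subtraction and detrending within each array, together with the raw mean and local background intensity. The deposited value table gives the intensity of each probe after a normalization between the arrays by the authors. It is on a linear scale, and both columns hold the same sorted values (largest gap 0), with a 75th percentile of 452 against 423 and 626 on the arrays, so the values were set to a target other than the mean of these arrays. Equal sorted values are what quantile normalization gives, and the sources used here do not name the method or its target.

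Samples were mapped from the labels, which name the genotypes as the paper does, and the scanner files were the main source as fixed before the data were examined. The conflict between scanner files and value table came to light only afterwards, so all signed values are given by array (array 2 minus array 1), where array 2 is the mutant by its scanner file and WT by the value table. The 1319 control spots of each array were left out. Its 21 (array 1) or 20 (array 2) outlier spots were left out too, except where a probe had no other spot. The log2 processed signals of the spots of a probe were averaged (59722 probes have 1 spot, 300 have several) and lowered by the 75th percentile of the array over all probes. In all, 49049 probes were well above background on both arrays, 2866 on array 2 only and 491 on array 1 only. The median local background was 23 on both arrays, and the lowest signal well above background was 9.40 on array 1 and 12.4 on array 2. A gene took the median of its probes measured on both arrays, and its level on each array is the median of the same probes, so the difference of the levels can depart from the median difference. The signs of these were opposite for 232 genes, *kita* among them, of which 0 were called. The measured probes of 2525 genes went in opposite directions, of which 19 were called. For genes with probes above background on 1 array only, a lower bound is given, as the level on the bright array against the higher of the dim probe's own signal and the lowest signal well above background there.

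Gene names come from the scanner files. Of 21131 names, 15228 are current symbols, 2573 were updated from an older symbol and 1186 were found in a second table of gene names, while 2144 kept the name in the file. The tables belong to the assembly GRCz12tu and were used for names only, and coordinates are those of the files (Zv9). A further 21739 probes carry no gene name. They stand for 17574 measured transcripts, which were counted apart.

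The genes named in the text follow a rule written before the data were examined: the genes that the paper names in a heart context, the 12 largest differences in each direction among genes with a symbol, the 5 largest lower bounds in each direction among such genes (clone names and predicted-gene codes are left out of both), and the 3 highest and 3 lowest members of each list, of which the text gives a part, with the genes behind a printed count of 5 or fewer members of a list past 2-fold named. Genes outside that rule are said to be so. The 29 lists (19 of processes and 10 of cell types) were also written then. No list was taken whole from the study, but several hold genes that the paper names. The E-protein target list holds *socs3b*, *id2a*, *id2b* and *mef2cb*, and the progenitor list *gata4*, *tbx5b*, *kita* and *vim*, so these lists are not independent of the paper. For each list the median difference was placed among 10000 random lists of the same size drawn in 20 bins of mean signal, which describes these arrays and is no test. A list was taken to stand apart below the 2.5 or above the 97.5 percentile. No p-value, SD between hearts or replicate check can be had from 1 array per genotype.

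The steps were tested on simulated arrays with 17886 genes, of which 200 were changed. At the 2-fold threshold, 49 of 50 genes with a true log2 difference of 1.5 were called, and all 50 at 2 and all 50 at 3. Of 50 genes changed by 1.5-fold, 3 were called. Of 17656 unchanged genes 4 were called. A list of 30 genes shifted by 0.5 came out at the 100 percentile, and 5 of 100 unshifted lists lay outside the 2.5 to 97.5 range. The simulated noise was independent between probes, with an SD of 0.28 in the log2 difference at every signal level. It held no spread between hearts, no difference in cell content and no genes that vary together. These counts therefore check the steps and give no rate of false calls for the real arrays.

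The alternatives fixed beforehand were scaling to the median of measured probes, quantile normalization, loess (span 0.3) on the difference against the mean signal, normexp background correction (offset 50), the value table as labelled, a stricter filter (probes above the 25th percentile of those measured), no filter, the mean of a gene's probes, its brightest probe, and a threshold of 1.5-fold. The value table with its columns exchanged and a scaling to the E1A spike-in spots were added after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1 for normexp. The pathway prediction of the paper and its Supplementary Tables were not used here.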

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

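All explanations weighed here were tested only after the result had been seen, while the gene lists and the scaling alternatives other than the exchanged value table and the E1A scaling were fixed beforehand. Each list named next is of a theme not set beside the paper's statements above, though the paper names *myh7* (as *vmhc*) of the stress list and *actn3b* of the skeletal muscle list. Each stood apart from 10000 random lists matched on signal, and values are log2 differences, array 2 minus array 1.

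The first pattern is the conflict of labels: array 1 is WT by its scanner file and mutant by the value table. If the scanner files had been exchanged, most genes that the paper found higher in mutants by RT-qPCR would run the other way by the scanner labels, and 1 of 7 was higher in the mutant by them, with 3 of 4 *asb2b* probes lower. If the columns of the value table had been exchanged, most would run the other way by the table, and 6 of 7 were higher in the mutant by it, with 1 of 4 *asb2b* probes lower. Of the RT-qPCR genes, 5 thus run as the table's labels have it, while *mef2cb* does not and *kita* depends on the probe. The *asb2b* probes carry no weight here, since the allele need not affect them. Moreover, 2 of the 3 that are lower by the scanner labels overlap in sequence, and the brightest probe goes the other way. The exchange of the scanner files and that of the columns cannot be told apart from these values, since every other value only turns its sign with the labels.

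The second pattern is that genes of other tissues were higher on array 2: the lists of yolk syncytial layer and liver (1.32, and 0.63 with normexp), neural and retina (0.82), cartilage and pharynx (0.41, with 0.10 under normexp, and 0.23 and no longer apart without a filter), skeletal muscle (0.39, but 0.030 and no longer apart with normexp) and epidermis (0.36) stood above the middle 95% of random lists. A trend with signal is argued against as the whole cause in the main setting. There, in 6 bins of mean signal, the median difference of all probes stayed within 0.079 of 0, well under the smallest of these medians. As the random lists were matched on signal, the bins add little to that. They were not set beside the normexp medians, of which that of skeletal muscle was 0.030. Cells of other tissues left on the hearts of array 2 stay open as a candidate explanation that these values do not decide. In 2 of the 5 lists, liver and cartilage, the more abundant markers reached the median of their list, at 1.65 and 0.51. In the other lists they fell short of it but stayed above 0, at 0.53 (neural), 0.30 (epidermis) and 0.30 (skeletal muscle). Of 24 liver genes, 21 lay above 0. The 3 below 0 were *apoa1a* and the dim gene *ttr* (both −0.06, −0.18 and −0.31 with normexp, but *ttr* 0.25 by its brightest probe) and *ctsla* (−0.09, or −0.05 with quantile normalization). Named for their count, *sox2* of the neural list, *col2a1a* of the cartilage list, *acta1a*, *mybpc2b* and *tnnt3a* of the skeletal muscle list and *pfn1* of the epidermal list belong to another list as well, and 0 genes of the liver list do. A difference between the genotypes stays open too, untested and without a settled direction.

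The third pattern is the set of 12 genes with the largest differences towards array 1, muscle genes among them, which had a median of −3.09. These 12 were picked by size from these arrays, so their median is large by choice, and no list or bin was likely to match it. Fewer cardiomyocytes on array 2, by enough to give that median, would also lower the sarcomere list, which had −0.38. Only a dilution of that size is therefore argued against. Of the 27 sarcomere genes, 24 lay below 0, where a lower share of cardiomyocytes would put them, so that a modest dilution stays open. Likewise, only a trend with signal of that size is argued against by the same bins of mean signal, within 0.079 of 0. Skeletal muscle left on the hearts of array 1 is argued against by the skeletal muscle list, mostly of fast fibres, at 0.39 (0.030 with normexp), though *tnni2a.4* (−0.998) and *tnni2b.1* (−0.99) lay below 0 and the slow muscle genes *mybpc1* (−3.56) and *tnnt1* (−2.15) ran with it, so that slow fibres alone stay open. That the difference belongs to the genotype may be put as a hypothesis, which these arrays cannot test without a settled label or a replicate.

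The other lists that stood apart are given as values. Myeloid markers had −1.27, with *lyz* at −2.16 and *mfap4.1* at −2.08, and −0.79 with normexp and with the stricter filter. Filamins, reported substrates of ASB2, had −0.51 over 3 genes (*flnca* −0.75, *flncb* −0.51, *flna* 0.12, or 0.19 with normexp) and no longer stood apart with the brightest probe. The p53 response genes had −0.36 (*cdkn1a* −1.65, *phlda3* −1.04), and −0.19 with the brightest probe. Ribosomal proteins had −0.15, but −0.057 and no longer apart with quantile normalization, and −0.059 and no longer apart with the exchanged value table. The genes of cardiac stress and load had −0.27 (*ankrd1a* −3.87, *xirp2a* −2.07, *bag3* −1.47), and −0.14 with quantile normalization. Of the 20 measured, 5 are in another list too, named for their count: *myh7*, *xirp1* and *acta1b* (sarcomere) and *acta1a* and *mybpc2b* (skeletal muscle). Cell cycle genes had 0.79 (*tyms* 1.42, *pcna* 1.22, with *mcm5* at −1.11, or −0.64 by the mean of its probes), erythrocyte markers 0.61 (*cahz* 1.88, *alas2* 1.81, with the embryonic globin *hbbe1.1* at −0.02, which quantile normalization put at 0.31), extracellular matrix genes 0.39, or 0.22 with normexp (*fbln5* 2.36, *col11a1a* 1.48) and proteasome subunits 0.35, with 35 of 36 subunits above 0 and none at 2-fold.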

How the results depend on the processing

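The value table with its columns exchanged and the scaling to spike-in spots were chosen after seeing the data, and all other alternatives were set before. No paired analysis was possible because there is 1 array per genotype, for which reason no array could be left out either. Signal over background limits the reading of 491 probes measured on array 1 only and 2866 on array 2 only. Of the 774 genes higher on array 2 and 389 higher on array 1, scaling to the median of measured probes kept 767 and 389, loess 708 and 383, quantile normalization 669 and 380, the mean of probes 761 and 377, the brightest probe 731 and 354, no filter 752 and 370, the exchanged value table 703 and 383, the stricter filter 490 and 249 and normexp 222 and 189 on the same side. Counts also moved with the threshold of 1.5-fold (2444 higher on array 2 and 1241 on array 1), with no filter (1494 and 607), with the stricter filter (517 and 260 of 14114 genes), and with normexp (222 and 189), whose offset draws dim differences towards 0. The largest move came with the spike-in spots, which were dimmer on array 2 relative to the 75th percentile (−0.96) and gave 9769 and 66, as they move the median of all genes from 0.09 to 1.05. The median of all genes was −0.065 under normexp. The scaling to spike-in spots shifts all genes alike, so that it says nothing on how the lists stand among the other genes. Of 29 lists, 16 stood apart from random lists, and all 16 did so on the same side under loess, the mean of probes and the stricter filter, and by construction under scaling to the median and to the spike-in spots, which shift all genes alike. The ribosomal list no longer stood apart under quantile normalization and under the exchanged table, skeletal muscle under normexp, cartilage without a filter and filamins with the brightest probe, and epicardium was added by the stricter filter. Without a filter the spread between probes was 0.45. Of the 200 genes named or among the extremes of a list, the number that moved by more than the spread between probes was 53 under normexp, 15 with the brightest probe, 6 of 177 with the stricter filter, 5 without a filter, 3 under quantile normalization, 1 with the mean of probes and 0 under loess. Apart from the construction of each alternative, the cause was not tested.

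A list is given next where its distance from the median of all genes moved by more than the SD of its random lists. Smaller moves are left out, also where the list median itself changed its sign. The median of all genes went from 0.09 to −0.065 with normexp, so some lists moved against it with nearly the same median as before. Values are list medians, array 2 minus array 1. With normexp they were sarcomere −0.39, cardiac transcription factors −0.31, actin and migration −0.023, E proteins and Id proteins −0.18, progenitor markers −0.018, proteasome subunits 0.39, cardiac stress and load −0.21, respiratory chain 0.20, glycolysis 0.040, heat shock −0.0096, p53 response −0.37, ribosomal proteins −0.093, erythrocyte 0.60, endothelium 0.045, myeloid −0.79, skeletal muscle 0.030, epidermis 0.37, liver 0.63 and cartilage 0.10. With quantile normalization they were actin and migration 0.0026, cardiac stress and load −0.14, heat shock 0.019 and ribosomal proteins −0.057. The brightest probe gave the list labelled ASB2 ligase partners, mostly of ASB family genes, 0.18, p53 response −0.19 and myeloid −0.995. Without a filter the values were skeletal muscle 0.50, liver 1.02 and cartilage 0.23. The stricter filter gave myeloid −0.79, epicardium −0.31 and liver 1.49. The exchanged value table gave sarcomere −0.31, actin and migration 0.0026, cardiac stress and load −0.14, heat shock 0.024, ribosomal proteins −0.059 and myeloid −1.41.

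Under the labels of the value table each named gene and list that had been called turned its sign, by construction of the exchange, and values here are mutant minus WT by that table, which is array 1 minus array 2. It gave 469 genes at least 2-fold higher and 745 lower in the mutant. The lists that had stood apart had medians of sarcomere 0.31, cardiac transcription factors 0.29, filamins 0.47, proteasome subunits −0.37, cardiac stress and load 0.14, cell cycle −0.85, p53 response 0.35, extracellular matrix −0.38, ribosomal proteins 0.059, erythrocyte −0.68, myeloid 1.41, skeletal muscle −0.36, epidermis −0.30, neural −0.82, liver −1.37 and cartilage −0.37. Others were cell junctions 0.018, actin and migration −0.0026, TCF3 targets −0.0031, E proteins and Id proteins 0.20, progenitor markers 0.015, calcium handling 0.11, respiratory chain −0.13, glycolysis 0.0097, heat shock −0.024 and epicardium 0.057. Genes higher by these labels were *vim* 1.12, *slmapb* 5.02, *myoz3a* 4.79, *ankrd1a* 3.94, *prp* 3.76, *mybpc1* 3.69, *hspb9* 3.26, *cacng7b* 3.25, *nrap* 3.03, *slc16a9a* 3.12, *slc43a3b* 2.99, *myl10* 2.83, *c1qa* 2.92, *bag3* 1.36, *cdkn1a* 1.70, *cnn1b* 1.14, *coro1a* 1.78, *desmb* 1.63, *gjd6* 1.03, *hapln1a* 1.39, *hsp70l* 1.05, *irf8* 1.299, *lcp1* 2.22, *lyz* 2.202, *mcm5* 0.90, *mfap4.1* 2.08, *myom1a* 1.48, *phlda3* 1.03, *spi1a* 2.29, *tbx2a* 1.05, *tcap* 1.84, *tnnt1* 2.27, *xirp2a* 2.07 and *zyx* 1.04. Genes lower by these labels were *znf1156* −4.10, *cpa4* −3.23, *capn8* −3.19, *gins4* −3.19, *tfa* −3.15, *bhlhe22* −2.95, *neurod6b* −2.94, *parvab* −2.98, *crygmxl1* −2.87, *sox14* −2.75, *rbp2b* −2.77, *ela2l* −2.67, *alas2* −1.86, *cahz* −1.93, *cdh1* −1.39, *cldni* −1.34, *col11a1a* −1.52, *col2a1a* −1.36, *col9a2* −1.04, *cox7a1* −2.22, *cxcl12b* −1.06, *dlx2a* −1.04, *epb41b* −1.89, *fabp7a* −1.80, *fbln5* −2.41, *fgb* −2.68, *gap43* −1.76, *hk2* −1.04, *irx1b* −1.45, *krt1-19e* −1.51, *mcm4* −1.21, *mmp13a* −1.05, *pcna* −1.08, *rbp4l* −2.51, *scinla* −1.13, *sfrp5* −1.63, *stmn1b* −1.74 and *tyms* −1.46.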

Differences from the paper's values

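All settings in this part were set before the data were examined. The paper reports RT-qPCR values of mutant over WT hearts, while the values here are ratios of 1 array to another, and neither is on a log scale. For *socs3b* the paper's value is about 2.2 in Fig. 4a, read by eye, and the ratio by the scanner labels is 0.65. For *id2a* the paper's value is about 1.6, and the ratio is 0.714. For *mef2cb* the paper's value is about 2.0, and the ratio is 1.05. By the labels of the value table the ratio was 1.49 for *socs3b* and 1.39 for *id2a*, which lie within 1.5 times of the paper's values, and 0.917 for *mef2cb*, which does not. The paper's values are relative to *ef1β*, while these ratios are scaled over the whole array. There the elongation factor gene *eef1b2* itself had a log2 difference of −0.21, array 2 minus array 1. With the paper's values also read by eye, lying within 1.5 times is no close check. Scaling to the median of measured probes, quantile normalization, loess, normexp, the stricter filter, no filter, the mean of probes and the brightest probe left all 3 ratios apart from the paper's, from 0.644 to 0.656 for *socs3b*, from 0.711 to 0.739 for *id2a* and from 1.05 to 1.09 for *mef2cb*.

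The paper states that *gata4*, *tbx5b*, *kita* and *vim* are higher in mutant hearts. By the scanner labels all 4 have negative log2 differences, mutant minus WT, of −0.72, −0.64, −0.34 and −1.13, where the probes of *kita* went both ways, and by the value table all 4 are positive. The paper states that several genes of actin rearrangement and cell migration are higher in mutants. By the scanner labels 44 of 95 such genes were above 0 and 51 below, with *scinla* at 1.10 (0.67 with normexp) and *cxcl12b* at 1.03 higher by at least 2-fold, and by the value table *lcp1*, *coro1a* and *zyx* are higher by at least 2-fold in the mutant. The paper states that cardiac differentiation markers appear unaffected. In the list of sarcomere genes 22 of 27 lay within 2-fold, and the median of −0.38 lay below all random lists by the scanner labels and above them by the value table.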

Other observations

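Values in this part carry no explanation, and the look at neighbours of *asb2b* was chosen after the differences had been seen. Genes of calcium handling and conduction lay within 2-fold in all 23 measured members, with a median of −0.04 (−0.12 with quantile normalization and −0.14 with normexp) at the 15.4 percentile of random lists, from *kcnj2a* at −0.92 and the pacemaker channel gene *hcn4* at −0.86 to the calsequestrin gene *casq2* at 0.46. The list labelled ASB2 ligase partners holds mostly genes of the ASB family, *asb2b* included, beside ligase subunits and JAK genes. It had a median of 0.06 at the 42.3 percentile over 24 genes, all within 2-fold. Among them were *asb13a.1* at −0.65, *asb5a* at 0.67 (0.28 with normexp) and *jak2a* at 0.74. The median was −0.016 with normexp and 0.18 with the brightest probe. Genes of the respiratory chain had 0.13 at the 91.5 percentile over 44 genes, of which *cox7a1* was higher on array 2 at 2.14. Glycolysis genes had 0.02 (−0.014 with quantile normalization) at the 38.4 percentile over 25 genes, of which *hk2* was higher on array 2 at 1.04 (0.38 with normexp). Genes of heat shock and the unfolded protein response had −0.07 (0.019 with quantile normalization) at the 14.2 percentile over 27 genes, with *hsp70l* higher on array 1 at −1.19.

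Among other cell types of the heart, endocardial and endothelial markers had a median of 0.01 (0.053 with quantile normalization) at the 30.6 percentile, and all 28 lay within 2-fold, from *she* at −0.68 (−0.16 by its brightest probe) to *pecam1a* at 0.62. Epicardial and pericardial markers had −0.03 (−0.23 with normexp and −0.31 with the stricter filter) at the 26.4 percentile over 9 genes, with *tcf21* at −0.89 and *sfrp5* higher on array 2 at 1.58. Smooth muscle and outflow tract genes had 0.05 (−0.12 with normexp and 0.097 with quantile normalization) at the 46.6 percentile over 11 genes, with the calponin gene *cnn1b* higher on array 1 at −1.15 and *fbln5* higher on array 2 at 2.36. Of the genes fused to EGFP in the paper's reporter lines, values were −0.93 for *actn3b* and −0.28 for *podxl* (−0.17 by its brightest probe).

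Genes well above background on array 2 only included, with lower bounds, the chemokine gene *ccl44* at 10.1-fold, *cyp2k6* at 8.64-fold, *cyth4a* at 8.31-fold and the photoreceptor transcription factor gene *crx* at 7.19-fold. On array 1 only, they included *dicp3.1* at 6.82-fold, *impg1a* at 5.23-fold, *brinp3a.1* at 4.91-fold and *sid1* at 4.85-fold. Within 100 kb of *asb2b* on chromosome 17 (Zv9), 3 of 26 measured transcripts differed by at least 2-fold (11.54%, against 5.97% of 34811 on the array). They were *slc9a1b*, 27.2 kb away, at 2.44, the predicted gene si:ch1073-416d2.3, 22.6 kb away, at 1.25, and a transcript without a gene name, 94.7 kb away, at 1.03, which are named for their count.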
